A study of Homo sapiens with 6 samples. Its data were reported in "Nuclear DICKKOPF-1 as a biomarker of chemoresistance and poor clinical outcome in colorectal cancer" (2015).

How the data were processed

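RNA of DLD-1/Mock and DLD-1/DKK1 cells, 3 dishes each, was hybridised to Affymetrix Human Gene 1.0 ST arrays after biotin labelling. Both groups had been treated with doxycycline for a day. The labels give its concentration as 10 mg/ml, and the methods of the study give the same figure in micrograms per ml. The methods describe the dishes as independent, and whether they came from more than 1 transduction was not given in the sources used here, so the p-values measure the spread between dishes.

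The authors read the raw scans into R and made the deposited log2 values with the robust multichip average method, which corrects the background, equalises the distributions of the arrays and summarises the probes of each probe set. Versions of their tools were not given in the sources used here. The deposited log2 values were used without further normalisation. Because the method equalises distributions, a change shared by most transcripts would be removed from these values, and differences at low brightness are compressed. The raw scans were not used here. The table held 32321 probe sets. Of these, 19158 were paired with 1 gene symbol by the platform annotation, 1388 with several and 11775 with none, and no gene was named from the latter groups. Symbols were updated through the gene number to those of a current gene table (GRCh38.p14), which matched 19128 of them. The genome build of the array annotation was not given, so no coordinates are printed and the gene table served only for names and for which genes neighbour each other.

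Samples were grouped by their titles. Each probe set was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with the default prior) as DLD-1/DKK1 against DLD-1/Mock, two-sided, with 4 residual and 2.56 prior degrees of freedom. P-values were adjusted by Benjamini and Hochberg over all probe sets, with a threshold of 0.05. The methods of the study name limma and a published control of the false discovery rate, and a figure legend gives the 0.05. Intervals are at 95%. Means are given with the SD over 3 arrays, and log2 fold changes with their moderated standard error (SE). A single value was also tested with a two-sided exact permutation test, whose smallest p is 0.1 here. The number of arrays limits the precision.

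For gene lists, 1 probe set was kept per gene, that with the highest mean, which left 18404 genes. Each of 31 lists was tested with camera of limma with a preset correlation of 0.01, adjusted over the 31 lists, and again with an estimated correlation and with fry. Of the passing lists, 1 enters the counts and is not reported here by name. Members were counted after adjustment over all probe sets and over the list alone. The percentile of a list median was taken among 10000 random lists matched on mean expression.

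The design, the lists, the alternatives and the rule for named genes were fixed before the data were examined, except where stated. The rule named DKK1, then MYC and CCND1, the genes that the study named from the arrays or from chromatin immunoprecipitation, every passing gene if at most 40 probe sets passed, and from every other list up to 2 members with the smallest p if that was under 0.05 before adjustment. Alternatives were quantile normalisation, median centring, filters on dim or unannotated probe sets, a trended and robust prior, no moderation, array weights, a fold minimum, the replicate number as a block, each array left out in turn and, added after the data were seen, cyclic loess and a filter of list genes on brightness.

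The steps were tested on simulated data. Arrays for this comparison were drawn for 32321 probe sets from the real means and residual spreads, with 200 probe sets changed. Over 5 runs limma recovered 24.4% of changes of 0.3 on the log2 scale, 66.8% of those of 0.5, 79.2% of those of 0.7 and 90.0% of those of 1, and 3.20% of its calls were false. In 1 simulated set of 30 lists, camera called 5 of 5 lists shifted by 0.15 and 0 of 25 unshifted ones. That shift was larger than every list median found here besides the candidates of the study, the largest being -0.12 for leukocyte markers. As only means and spreads were taken from the real arrays, the simulated lists do not test genes that vary together. Figures were drawn with matplotlib 3.10.9.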

Results

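Gene expression was measured in DLD-1 cells, a human colorectal adenocarcinoma line with mutated APC and no endogenous DKK1 protein according to the study. The cells had been transduced with a lentivirus that expresses DKK1 in the presence of doxycycline (DLD-1/DKK1) or with the matching vector without the gene (DLD-1/Mock). DKK1 is a secreted inhibitor of Wnt signalling that binds the LRP5 and LRP6 co-receptors. RNA of 3 dishes per group, all treated with doxycycline, was hybridised to 6 single-colour whole-transcript arrays. Each array gave a log2 expression value for 32321 probe sets, and the number of arrays limits the precision of every value. The array medians lay between 6.76 and 6.86. Mock 2 stood apart from the other 5 arrays, with correlations of 0.9953 to 0.9969 to each of them across probe sets, while pairs among the other 5 had at least 0.9973.

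The DKK1 transcript itself was examined first, because it checks the labels. The array values of DKK1 were 132-fold higher in DLD-1/DKK1 than in DLD-1/Mock cells, with a 95% interval of 98.5-fold to 178-fold that covers the spread between arrays only. Its log2 expression was 5.30 ± 0.38 (SD, n = 3) in DLD-1/Mock and 12.35 ± 0.04 (SD, n = 3) in DLD-1/DKK1, so that the log2 fold change was 7.05 with a standard error of 0.18. All 3 DLD-1/DKK1 arrays lay above all 3 DLD-1/Mock arrays. The limma adjusted p was 0.00015, and a two-sided exact permutation test gave p = 0.1, the smallest value that 3 arrays against 3 allow. The DLD-1/Mock level lay at percentile 28.6 of all probe sets and was not shown to be above background, so the fold is a ratio of array values and not an exact ratio of transcripts.

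**Figure D1:**
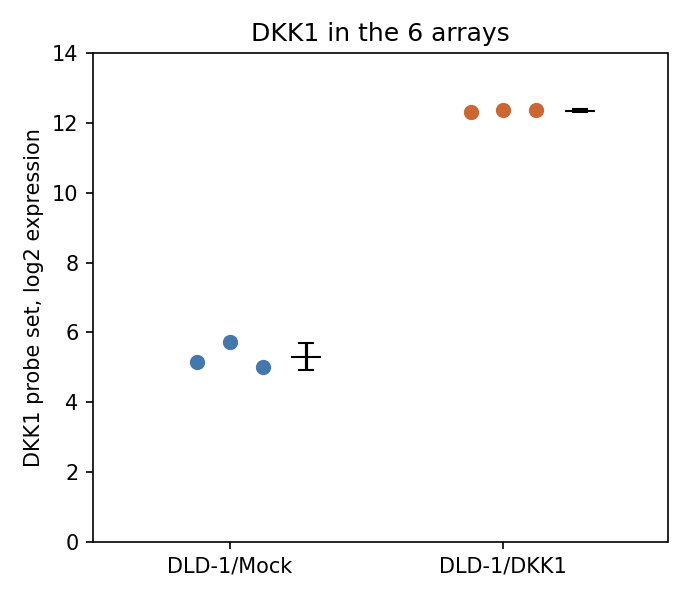
DKK1 expression on the log2 scale (vertical axis) in the DLD-1/Mock and DLD-1/DKK1 arrays, with points for single arrays and a bar with whiskers for the group mean ± SD (n = 3). The DLD-1/Mock arrays lie at 5.15, 5.74 and 5.01, and the DLD-1/DKK1 arrays at 12.30, 12.38 and 12.36.

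The next comparison asked which other transcripts differ between the cells with and without DKK1. Apart from DKK1, the genes higher in DLD-1/DKK1 included the enzymes ALDH1A1, AKR1C3 and SULT1C4. ALDH1A1, which oxidises retinaldehyde and other aldehydes, rose by a log2 fold change of 0.70 (SE 0.05; adjusted p = 0.0119 with limma). AKR1C3, an aldo-keto reductase of steroids and prostaglandins, rose by 0.71 (SE 0.07; limma adjusted p = 0.0417), and SULT1C4, a cytosolic sulfotransferase, by 0.55 (SE 0.06; limma adjusted p = 0.0478). TGFB2, a ligand of the TGF-beta family, rose by a log2 fold change of 0.58, and CST1, a secreted cysteine protease inhibitor, rose by 0.59. REPS2, an EH-domain protein that takes part in endocytosis, had a log2 fold change of 0.46. The remaining genes of this direction were FSIP2 (0.62), the long non-coding RNA MIR31HG (0.52), SH3BGRL (0.50), the transcription factor RFX3 (0.41) and the calmodulin-binding PCP4 (0.36). FSIP2 is covered by 3 probe sets, of which 1 passed, and the others had log2 fold changes of 0.28 and 0.11.

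The genes lower in DLD-1/DKK1 included C3, LCN2, SLPI and SAMD9. C3, the central component of complement, fell by 1.03 on the log2 scale (SE 0.06; limma adjusted p = 0.00712), which was the largest change of a named gene after DKK1. LCN2, which sequesters bacterial siderophores, had a log2 fold change of -0.60 (SE 0.05), and SLPI, a secreted inhibitor of neutrophil proteases, one of -0.70 (SE 0.07). SAMD9, an interferon-inducible gene, had a log2 fold change of -0.71 (SE 0.07), and LGALS3BP, a secreted glycoprotein that binds galectins, one of -0.61 (SE 0.04). Also lower were the scaffold IQGAP2 (-0.69), RAC2 (-0.56) and the actin-bundling protein FSCN1 (-0.42). The other genes of this direction were the bile acid transporter SLC10A1 (-0.67), ANXA9 (-0.58), the cystatin CST7 (-0.54), the extracellular glutathione peroxidase GPX3 (-0.53), ERVMER34-1 (-0.50) and GDPD3 (-0.43). A probe set that no gene name covers here, 8006968, had a log2 fold change of -1.46 (SE 0.05; limma adjusted p = 0.00102), and another, 7997962, one of -0.63.

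**Figure D2:**
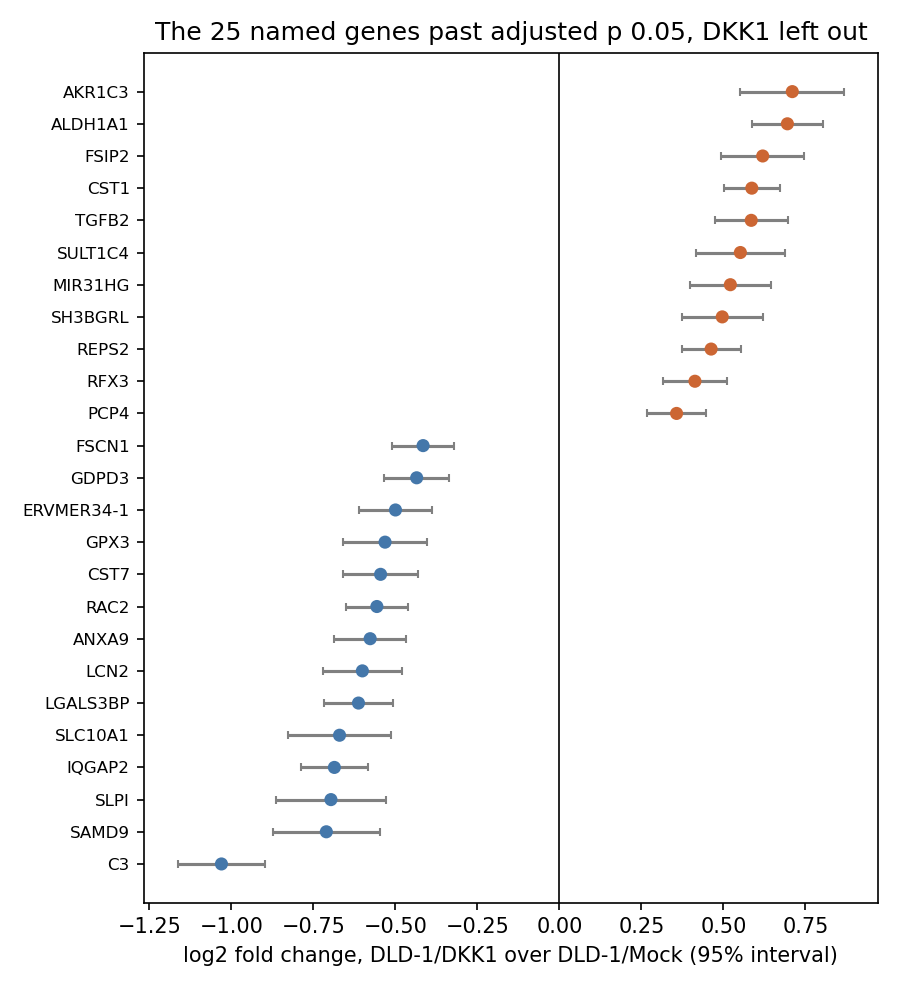
Log2 fold change of DLD-1/DKK1 over DLD-1/Mock (horizontal axis) for the 25 named genes other than DKK1 that passed, with points for the limma estimate and whiskers for its 95% interval, 3 arrays per group. AKR1C3 and ALDH1A1 lie highest at 0.71 and 0.70, and C3 lies lowest at -1.03.

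In all, 28 of the 32321 probe sets passed an adjusted p of 0.05 in limma, 12 of them higher and 16 lower in DLD-1/DKK1, and 26 carried 1 gene name. After centring each array on its median, 17 passed, 10 higher and 7 lower. At an unadjusted p under 0.05 there were 2984 probe sets (9.23%), 1300 higher and 1684 lower. Each of the 28 had all arrays of one group above all of the other, as had 16.5% of all probe sets, against 10% by chance. Of the 28, 14 differed at least 1.5-fold. The count depended on which probe sets entered the fit, since 98 passed when only the 20546 annotated ones were tested. The other 11775, to which 8006968 and 7997962 belong, had a larger residual spread, with a median SD of 0.0938 against 0.0667, and it is not known here whether control probe sets are among them. It was 6 without Mock 2 and 2 without any one of the other arrays.

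The study named 9 genes from these arrays or measured them by qRT-PCR in the same cells. All 8 that were measured here passed, with ALDH1A1, AKR1C3, REPS2, MIR31HG and TGFB2 higher and IQGAP2, SAMD9 and SLPI lower, and 8 also passed when adjusted over the list alone. These genes were chosen on the same samples, so their direction is not independent evidence. GSDMA was not analysed here. None of the 8 passed when Mock 1, Mock 3 or any DLD-1/DKK1 array was left out, and 2 did without Mock 2.

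Further genes that the study named from DKK1 chromatin immunoprecipitation were asked for separately. The bound genes REPS2, IQGAP2 and MIR31HG, which the study found on the arrays as well, are counted among the candidates above and passed, so the list here is what was left without them. Of its 7 genes, 0 passed with limma over all probe sets and 0 when adjusted over the list alone, while 2 had an unadjusted p under 0.05. These were DAPK1, a kinase of apoptosis, with a log2 fold change of 0.18 (SE 0.05; limma adjusted p = 0.408), and BRINP2, with -0.25 (SE 0.10; limma adjusted p = 0.525). NRG1 (0.01), NRG3 (-0.09), MAP2K3 (0.03), PREX2 (0.01) and BCL2A1 (-0.13) made up the rest. NRG1, NRG3, PREX2, BRINP2 and BCL2A1 were dim, with mean log2 values of 5.13 to 5.58 (percentiles 25.8 to 33.3 of all probe sets). This is near the DKK1 level in DLD-1/Mock, which was not shown to be above background, so a change of these genes could have been missed.

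Wnt/beta-catenin targets were of interest because DKK1 inhibits the pathway at the membrane, upstream of the APC mutation of these cells. MYC had a log2 fold change of 0.04 with a 95% interval of -0.05 to 0.13, and CCND1 one of -0.03 with an interval of -0.13 to 0.08, whose sign turned after median centring. Neither passed (limma adjusted p = 0.745 and 0.867). Among the 23 measured targets, 0 passed over all probe sets and 1 when adjusted over the list alone, TCF7L2, with a log2 fold change of -0.24. BAMBI, a pseudoreceptor of TGF-beta signalling, had 0.17. The list as a whole did not pass (adjusted p = 0.517 with limma camera), nor did the lists of Wnt receptors and antagonists (0.806) and Wnt ligands (0.213). The Wnt ligands did pass when Mock 3 was left out, and their median ran from -0.066 to -0.011 with 1 array left out.

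Among 31 gene lists, 11 passed in limma camera, 7 higher and 4 lower in DLD-1/DKK1. Cholesterol synthesis genes rose as a group, with 13 of 14 members above 0, a median log2 fold change of 0.09 and an adjusted p of 4.11e-05 in limma camera (adjusted p = 0.216 with an estimated correlation). No member passed over all probe sets and 4 did when adjusted over the list alone, among them INSIG1, a sterol sensor (0.22), and HMGCS1, an enzyme early in the pathway (0.19). NRF2 targets, which serve antioxidant defence, had 15 of 16 members above 0, a median of 0.08 and a limma camera adjusted p of 0.000453 (adjusted p = 0.266 with an estimated correlation). Here 0 members passed over all probe sets or when adjusted over the list alone, and GCLM and GCLC, the subunits of the rate-limiting enzyme of glutathione synthesis, had 0.21 and 0.18. ER stress and ATF4 genes had 22 of 28 members above 0 and a median of 0.05 (limma camera adjusted p = 0.000667; adjusted p = 0.373 with an estimated correlation). None passed over all probe sets or when adjusted over the list alone, and the chaperone PDIA4 had 0.16.

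The aldo-keto reductases passed as a list (limma camera adjusted p = 0.00793; adjusted p = 0.266 with an estimated correlation), although their median was 0.01 against a mean of 0.17. Leaving out 1 array moved that median between -0.005 and 0.071. The list kept its call without Mock 2 (limma camera adjusted p = 0.0408). It lost the call under at least 1 of quantile normalisation, cyclic loess and the filter of list genes on brightness. The members with the largest fold changes were AKR1C genes, which metabolise steroids. AKR1C3 passed over all probe sets, AKR1C1 had 0.55 (SE 0.06; limma adjusted p = 0.0534), and when adjusted over the list alone 4 members passed higher and 1 lower. A further AKR1C1 probe set had 0.17. Proliferation genes had a median of 0.03 (limma camera adjusted p = 0.0321; adjusted p = 0.435 with an estimated correlation) and no member past the threshold over all probe sets or adjusted over the list alone. This list did not pass without Mock 2 (limma camera adjusted p = 0.148), and its median lay at percentile 73.5 of matched random lists. The candidates of the study, chosen on these samples, passed as a list too (limma camera adjusted p = 0.0245; adjusted p = 0.435 with an estimated correlation). The list of candidates did not pass without Mock 2 either.

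Inflammatory and NF-kB genes fell as a group, with 19 of 25 members below 0, a median of -0.09 and a limma camera adjusted p of 0.000453 (adjusted p = 0.216 with an estimated correlation). LCN2 and SLPI passed over all probe sets, and when adjusted over the list alone 7 members passed lower and 1 higher. The last was PTGS2, the inducible cyclooxygenase, with 0.53, chosen for mention after its value was seen. AP-1/JNK immediate early genes had a median of -0.03 (limma camera adjusted p = 0.0173; adjusted p = 0.266 with an estimated correlation). None passed over all probe sets and 3 did when adjusted over the list alone, among them EGR1 (-0.52) and DUSP5 (-0.46). The median of these genes ran from -0.059 to -0.032 with 1 array left out, and the call was not kept for every array. Mesenchymal genes had a median of -0.06 (limma camera adjusted p = 0.0321; adjusted p = 0.317 with an estimated correlation), with TGFBI, an extracellular matrix protein, at -0.34 and the one member, of 17, to pass when adjusted over the list alone. The mesenchymal list did not pass without Mock 2 (limma camera adjusted p = 0.0953). Its median ran from -0.080 to -0.033 with 1 array left out. Leukocyte markers, fixed as a check for other cells, were lower alongside these groups with a median of -0.12 over 9 genes (limma camera adjusted p = 0.00646; adjusted p = 0.285 with an estimated correlation). Leaving out 1 array moved the leukocyte median between -0.123 and -0.065. The pan-leukocyte gene PTPRC was near the bottom of the scale in both groups, at 4.34 and 4.34, and 3 markers passed when adjusted over the list alone, among them the lysosomal CD68 (-0.26) and CD14 (-0.27).

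**Figure D3:**
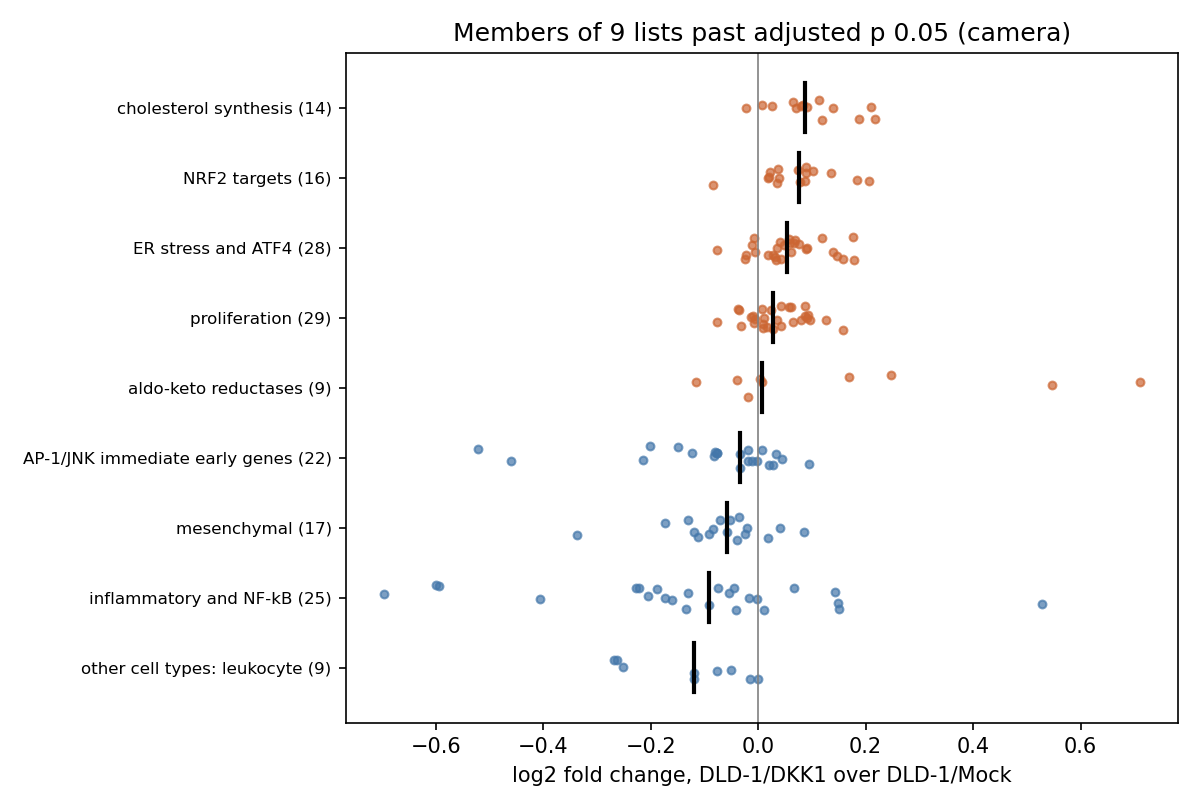
Log2 fold change of DLD-1/DKK1 over DLD-1/Mock (horizontal axis) for each measured member of 9 passing lists, without the candidates of the study, with points for genes, a bar for the list median and the number of members in brackets. The medians run from -0.12 for leukocyte markers to 0.09 for cholesterol synthesis genes.

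The other 20 lists did not pass, with limma camera adjusted p values of 0.213 to 0.943. They included aldehyde dehydrogenases, among which ALDH1A1 passed, drug metabolism and efflux, colon stem, enterocyte, goblet and enteroendocrine markers, interferon response, among which SAMD9 passed, and TGF-beta response, among which TGFB2 passed. Hypoxia, retinoid, p53 target, epithelial adhesion and housekeeping genes and the markers of fibroblasts, endothelium and hepatocytes were also among them. With a correlation between genes estimated from the arrays, 0 of the 31 lists passed and 5 had an unadjusted p under 0.05. Correlated genes alone do not account for this loss. The inflammatory list had an estimated correlation of -0.015, below the preset 0.01, and its unadjusted limma camera p still rose from 4.38e-05 to 0.0104. Without Mock 2, 7 lists passed.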

Values the study reported

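The study reported 27 probes as differentially expressed between DLD-1/DKK1 and DLD-1/Mock cells on these arrays, at an adjusted P of 0.05. Cells had been given doxycycline at 10 μg/ml for 24 h. In its ChIP-seq of DKK1 it counted 200 sites with enriched tags, of which up to 80 (40%) were associated with genes. REPS2, IQGAP2 and LOC554202 (given here as MIR31HG) were found by both approaches.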

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

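Cyclic loess and the filter of list genes on brightness were chosen after the data were seen, and the other alternatives before. The 25 named genes besides DKK1 that passed kept their direction under all alternatives run on them, although not their side of the threshold. The kept direction was largely fixed by their choice. Each had all arrays of one group above all of the other, so leaving out an array could not reverse it. Filters, other priors and no moderation do not alter a fold change. DKK1 stayed between 6.91 and 7.27 with each array left out and lost its call only without moderation (7.05, limma adjusted p = 0.0646). The adjusted p of DKK1 ranged from 2.68e-06 to 0.0646 over the alternatives. The number of probe sets past the threshold was 17 after median centring (7 lower), 66 above the median brightness (27 higher, 39 lower), 98 among annotated probe sets (49 higher, 49 lower), 53 with a trended and robust prior (22 higher, 31 lower), 59 with array weights (25 higher, 34 lower), 14 with at least 1.5-fold (5 higher, 9 lower) and 1 without moderation (1 higher, 0 lower). For annotated probe sets the cause was measured in part, since the p-values of the full fit, adjusted over these alone, passed 52, and the prior degrees of freedom rose from 2.56 to 3.53 when they were fitted alone. For the other settings the cause was not tested, apart from the fold minimum, which can only remove calls. Leaving out 1 array gave 2 to 6 probe sets (1 to 2 higher, 1 to 4 lower), with fewer arrays in the fit.

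Of the candidates of the study, 5 passed above the median brightness, where some of the 8 had been filtered out, 0 without moderation and 0 to 2 with 1 array left out. The 7 ChIP genes counted apart from REPS2, IQGAP2 and MIR31HG stayed at 0 in every setting, while REPS2 passed in 8 of the 16 alternatives run on it, IQGAP2 in 8 of 15 and MIR31HG in 7 of 15. CCND1 turned to 0.027 after median centring and ranged from -0.045 to 0.0053 with 1 array left out, and NRG3 ranged from -0.167 to 0.0105, MAP2K3 from -0.0010 to 0.0912, PREX2 from -0.0122 to 0.0348 and NRG1 from -0.0024 to 0.0217. None of these had passed. The filter of list genes on brightness left no test for fibroblast and hepatocyte markers. Passing gene lists numbered 0 with an estimated correlation, 7 with fry in 1 direction, 22 with fry in either direction, which asks another question, and 7 to 11 with 1 array left out. The replicate number as a block left 1 probe set (1 higher, 0 lower) and 0 candidates, and 11 lists. Deviations of arrays of the same number correlated at 0.10, 0.01 and -0.14, so the numbers do not pair the arrays and a call lost under the block is not a weaker effect. Signal over background was not analysed here, so no dim transcript is called absent.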

Other observations

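Another 41 probe sets had a limma adjusted p between 0.05 and 0.1, 17 higher and 24 lower in DLD-1/DKK1, and the genes below were chosen after their values were seen. Besides EGR1 and DUSP5, EREG, a ligand of the EGF receptor, had a log2 fold change of -0.35, SERPINA1, the inhibitor of neutrophil elastase, one of -0.44, and C4BPB, a complement regulator, one of -0.31. On the other side were the mucin MUC13 at 0.44, the matrix protein TNC at 0.43 and the chloride channel CFTR at 0.30. In drug metabolism and efflux, which did not pass as a list, members went both ways, and when adjusted over the list alone 2 passed higher and 3 lower. The glutathione transferases GSTM4 (-0.33) and GSTM1 (-0.33) and the microsomal MGST1 (-0.47) were lower, and CYP1B1 (0.25) and MGST2 (0.18) higher. These GSTM genes are close paralogs whose probe sets can share signal.

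Tests on AKR1C genes, ERK output genes and acute-phase genes and the test of Mock 2 by array weights were chosen after the results they concern had been seen. The 28 probe sets were compared with the other groupings of the arrays. The real grouping gave 28 and the highest of the others 1, and with 1 of 10 splits as large the splits are too few for a share under 0.05. A regional gain or loss of DNA is argued against as a shared source of the 25 named calls. The 10 genes around each had a median shift in the direction of the gene of 0.0284 on the log2 scale (95% bootstrap interval 0.0004 to 0.0700). The calls themselves differed by at least 0.36. The interval lies above 0, and a median cannot exclude a regional change at single loci, whose shifts ran from -0.081 (CST1) to 0.107 (TGFB2). The calls did not depend on the array Mock 2, which stands apart, more than on any other array. Without it 6 probe sets passed, against 2 without any one of the others, and 4 of the 25 named genes against 0. When array weights gave it 0.380, 59 probe sets passed, all 28 among them. Mock 2 had the largest residual SD, 0.124, so giving it less weight or leaving it out favours more calls. These tests therefore leave its part in the calls undecided. The median ratio of the 28 log2 fold changes without and with Mock 2 was 0.993 (0.906 to 1.10). That ratio was fixed by the choice of the 28 and adds nothing. An effect of DKK1 itself and a difference between the transduced populations both stay open, and so does a regional change at single loci.

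The 10 passing lists besides the candidates of the study shifted by 0.12 or less in the median. Here the real grouping called 10 lists and the highest of the others 7, and with 1 of 10 splits as large the splits are too few for a share under 0.05. Brightness could account for part of them, since fold changes rose with mean expression across genes (r = 0.207, genes not being independent), and 5 of the 10 lists lay outside the central 95% of matched random lists, namely cholesterol synthesis, NRF2 targets, ER stress, inflammatory and leukocyte genes. Without the array Mock 2, 7 of the 10 lists passed, but 7 also passed without Mock 3 and 8 without DKK1 1 or DKK1 2, so the loss was not particular to Mock 2 and the test leaves its part undecided. The same number, 7, passed after cyclic loess, and 6 passed under quantile normalisation, cyclic loess, the brightness filter and without Mock 2 alike, so both explanations stay open for the set as a whole.

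AKR1C1 (0.55) and AKR1C2 (0.25) were higher together with AKR1C3 (0.71), and the paralogs are close in sequence. Whether hybridisation of AKR1C3 RNA to the other probe sets accounts for this could not be decided: the larger of their rises in linear intensity was 29.0% of that of AKR1C3, but probe sets differ in affinity, so the ratio tests nothing. A rise of other NRF2 targets stays open too, since the median of the NRF2 list, which holds no AKR gene, lay at percentile 99.96 of matched random lists. That median was only 0.08, however, and AKR1B10, a dim gene that also responds to NRF2, had 0.00. The NRF2 list also lost its call with an estimated correlation, but so did every passing list.

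The low EGR1, DUSP5 and EREG may reflect a lower output of the ERK pathway, which was tested as a hypothesis. The other 16 measured ERK output genes had a median at percentile 2.46 of matched random lists, which lies within the simulation error of 0.155 of the bound of 2.5, and 9 were below 0 and 7 above, so this is undecided. A fall of acute-phase and complement genes as a group was tested as a hypothesis for the low C3, LCN2, SERPINA1 and C4BPB, and is undecided as well. The other 21 measured members had a median at percentile 80.5, but 11 were below 0 and 10 above, and the members with the largest fold changes, SAA2 (-0.59) and CFB (0.59, and -0.15 at another probe set), went opposite ways.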
